# HP1 drives de novo 3D genome reorganization in early *Drosophila* embryos

**DOI:** 10.1038/s41586-021-03460-z

**Published:** 2021-04-14

**Authors:** Fides Zenk, Yinxiu Zhan, Pavel Kos, Eva Löser, Nazerke Atinbayeva, Melanie Schächtle, Guido Tiana, Luca Giorgetti, Nicola Iovino

**Keywords:** Embryogenesis, Epigenetic memory, Epigenetics, Chromatin, Nuclear organization

## Abstract

Fundamental features of 3D genome organization are established de novo in the early embryo, including clustering of pericentromeric regions, the folding of chromosome arms and the segregation of chromosomes into active (A-) and inactive (B-) compartments. However, the molecular mechanisms that drive de novo organization remain unknown^1,2^. Here, by combining chromosome conformation capture (Hi-C), chromatin immunoprecipitation with high-throughput sequencing (ChIP–seq), 3D DNA fluorescence in situ hybridization (3D DNA FISH) and polymer simulations, we show that heterochromatin protein 1a (HP1a) is essential for de novo 3D genome organization during *Drosophila* early development. The binding of HP1a at pericentromeric heterochromatin is required to establish clustering of pericentromeric regions. Moreover, HP1a binding within chromosome arms is responsible for overall chromosome folding and has an important role in the formation of B-compartment regions. However, depletion of HP1a does not affect the A-compartment, which suggests that a different molecular mechanism segregates active chromosome regions. Our work identifies HP1a as an epigenetic regulator that is involved in establishing the global structure of the genome in the early embryo.

## Abstract (web summary)

The heterochromatin protein HP1 has an essential role in establishing several features of the 3D nuclear organization of the genome during early embryonic development in *Drosophila*.

## Main

In metazoans, fertilization triggers global de novo chromatin reorganization into heterochromatin and euchromatin. The clustering of pericentromeric heterochromatin and the folding of chromosome arms lead to a highly regular Rabl configuration during zygotic genome activation (ZGA)^3,4^. Concomitantly, active and inactive chromatin regions start to associate to form the A- and B-compartments, respectively^2,5–9^. The molecular determinants of compartmental forces remain unknown.

Constitutive heterochromatin is enriched for histone 3 lysine 9 di- and trimethylation (H3K9me2/3) and is important for chromatin structure^10,11^. Members of the heterochromatin protein family bind to constitutive heterochromatin and perform related functions in all eukaryotes^12^. All family members contain a chromodomain^13^, which binds to H3K9me2/3, and a chromoshadow domain, which supports homodimerization and protein–protein interactions^14^. 

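Apart from the gene of HP1a, the annotation of the dm6 genome lists 4 genes of the heterochromatin protein family, all protein-coding. *HP1b* (FBgn0030082) lies on chromosome X from 9081063 to 9082746 on the plus strand. *HP1c* (FBgn0039019) lies on 3R from 22745620 to 22746605 on the plus strand, and its exons overlap those of *CG17141*. *rhi* (FBgn0004400), which encodes HP1d, lies on 2R from 17628491 to 17633516 on the minus strand. *HP1e* (FBgn0037675) lies on 3R from 9321770 to 9322361 on the plus strand. Transcripts were counted by RNA sequencing in 4 libraries of control embryos at ZGA, and the counts were normalized with edgeR's TMM method. *HP1b* had 979 ± 115 normalized counts (SD, n = 4 control libraries), *HP1c* 549.9 ± 84.2 and *rhi* 292 ± 28.3. *HP1e* had no count in any control library. The smallest level that 3 counts can show was a CPM between 0.209 and 0.275 in these libraries, so a lower level of *HP1e* transcripts was not detectable at this depth.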

*Drosophila* expresses five different heterochromatin protein family members^12^ termed HP1a–HP1e. 

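*Su(var)2-5* (FBgn0003607) is a protein-coding gene on chromosome 2L of dm6, from 8209626 to 8211122 on the minus strand. Its exons cover 1109 nt and overlap exons of the neighbouring gene *CG8419*. In RNA sequencing of control embryos at ZGA, the estimated counts on *Su(var)2-5*, before normalization, were 2709.5, 4100.5, 6395.5 and 4601.5 in the 4 libraries.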

HP1a (hereafter termed as HP1, encoded by *Su(var)2-5*) was discovered in *Drosophila*^15^ and is essential for early embryonic development, as is the mammalian protein HP1β^16,17^. HP1 localizes mainly to H3K9me2/3-rich heterochromatin^10,15,18^, but also to euchromatic sites along chromosome arms^19^. HP1 might promote heterochromatin compaction through phase separation^20^, similar to human HP1α^21^. Whether HP1 is required to initiate genome reorganization in early embryos is unclear.

To address this question, we performed immunofluorescence of *Drosophila* embryos before ZGA and the establishment of higher-order chromatin architecture^5,6^, observing diffuse nuclear localization of HP1 (Fig. 1a, Extended Data Fig. 1a). By ZGA, both HP1 and H3K9me3 were strongly enriched at pericentromeric heterochromatin, which was localized apically (reflecting the Rabl configuration) and overlapped with DAPI-dense regions (Fig. 1b, Extended Data Fig. 1b, c). The HP1 signal was around 30 times higher in these regions (Supplementary Methods).

**Fig. 1:**
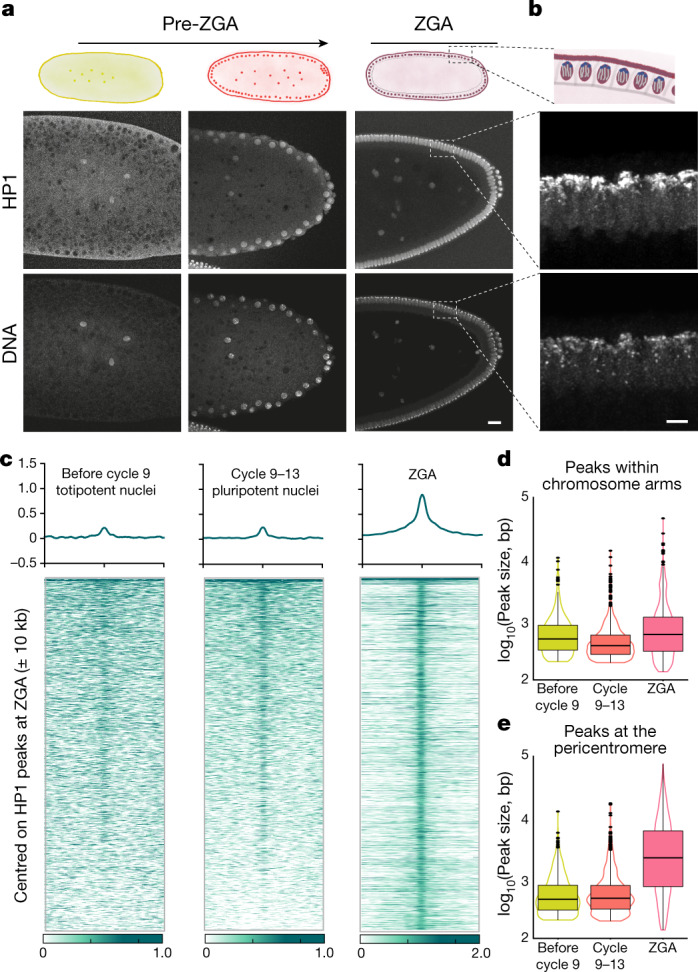
Localization of HP1 during early embryonic development. **a**, Top, schematic of early embryonic development. Bottom, immunofluorescence staining at different stages of early embryonic development. HP1 localizes to chromatin before ZGA and becomes enriched at the pericentromeric heterochromatin at ZGA. Scale bar, 20 μm. **b**, Close-up view of HP1 localization at ZGA. Top, schematic shows the Rabl configuration of the chromosomes at this developmental stage, with the centromeres localizing on top and the chromosome arms reaching to the bottom of the nucleus. Bottom, the centromeric regions display strong HP1 signals. Images in **a** and **b** are representative from four biological replicates. Scale bar, 5 μm. **c**, Heat maps of HP1 ChIP–seq signal at three different early embryonic developmental time points. The signal is centred on HP1 peaks within chromosome arms called at ZGA and ranked by signal intensity at cycles 9–13. HP1 binding to chromatin is already observed before cycle 9, and becomes more enriched during development. **d**, Box plots of HP1 peak size distribution within chromosome arms at cycle 9, cycles 9–13 and ZGA. **e**, Box plots of HP1 peak size distribution within pericentromeric regions at cycle 9, cycles 9–13 and ZGA, showing that HP1 peaks get broader at the pericentromeric regions at ZGA. In all box plots, centre line denotes the median; boxes denote lower and upper quartiles (Q1 and Q3, respectively); whiskers denote 1.5× the interquartile region (IQR) below Q1 and above Q3; points denote outliers. Source data

To characterize HP1 binding at different developmental stages, we performed HP1 ChIP–seq in precisely hand-staged *Drosophila* wild-type (control) embryos (Fig. 1c, Extended Data Fig. 1d, e). At ZGA, HP1 localized not only to constitutive heterochromatin, such as pericentromeric and telomeric regions (4,394 peaks, 67%) (Extended Data Fig. 1d), but also within chromosome arms (2,213 peaks, 33%) at repeat sequences (43% of non-pericentromeric peaks, 10% long interspersed nuclear elements (LINEs), 30% long-terminal repeats (LTRs)) and unique sequences (57% of peaks) (Extended Data Fig. 1d–g). Consistent with the immunofluorescence analysis (Fig. 1a), HP1 was bound to chromatin even in totipotent nuclei (Fig. 1c–e), albeit at a lower enrichment (16% of the ZGA enrichments) (Supplementary Methods). Notably, the peak size on chromosome arms did not change markedly (Fig. 1d), whereas HP1 spreading occurred at pericentromeric regions during development (Fig. 1e, Extended Data Fig. 1d, Supplementary Methods).

Next, we generated Hi-C data for control embryos precisely hand-staged at ZGA (Fig. 2a, Extended Data Fig. 2a). Chromosomes were clearly segregated into A- and B-compartments (Fig. 2a, b). HP1 was bound not only within B-compartment but also within A-compartment sequences (Fig. 2c, d, Extended Data Fig. 2b–d, Supplementary Methods). As expected, HP1 binding in B-compartment regions systematically overlapped with H3K9me3, localized around repeats and occasionally extended over several kilobases (median peak size 730 bp) (Fig. 2c). By contrast, we detected two different modes of HP1 binding in A-compartment regions. We found that 46% of HP1 binding sites in the A-compartment were sharply localized and enriched for active chromatin marks, and did not overlap with repeats (Fig. 2d, Extended Data Fig. 2d, cluster 2). A second class of HP1 peaks resembled those in the B-compartment (Extended Data Fig. 2d, cluster 1). These might correspond to short stretches of repetitive repressed DNA that cannot be resolved unequivocally by Hi-C. ChIP–seq analysis thus suggests that HP1 binds (1) within active, H3K9ac-rich chromatin in the A-compartment, and (2) within inactive, constitutive heterochromatic domains of the B-compartment.

**Fig. 2:**
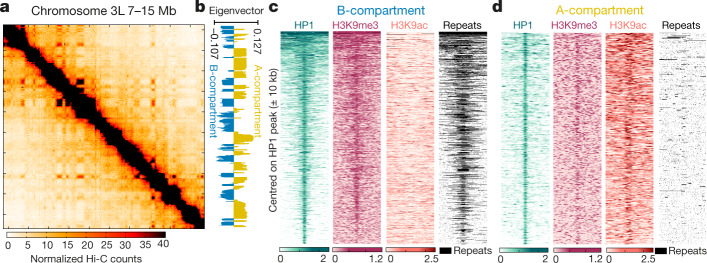
HP1 binds both A- and B-compartment regions at ZGA. **a**, Hi-C contact map of an 8-Mb region on chromosome 3L (resolution 40 kb). Pooled Hi-C data of seven biological replicates are shown (Extended Data Fig. 2a). **b**, Compartment scores (first eigenvector of the Hi-C map, resolution: 10 kb), same region as in **a** (Supplementary Methods). **c**, Heat maps of HP1, H3K9me3 and H3K9ac ChIP–seq signals as well as repeat positions, ±10 kb centred on HP1 peaks occurring in B-compartment regions. HP1 binding overlaps with broad H3K9me3 peaks, repeats and is devoid of H3K9ac. **d**, As in **c** for HP1 peaks in A-compartment regions, showing enrichment in H3K9ac and absence of repeats (Extended Data Fig. 2b–d).

To explore the role of HP1 in establishing 3D chromosome organization, we examined early embryos that were depleted of maternally supplied HP1. Because HP1 is essential in *Drosophila*^15^, we performed conditional knockdown^22^ (Extended Data Fig. 3a, Supplementary Methods).

Complete depletion of HP1 blocked development before ZGA, whereas partial knockdown of HP1 still supported development to ZGA (Extended Data Fig. 3b, c, Supplementary Methods). Therefore, we used the partial HP1-knockdown (HP1-KD) embryos in all subsequent experiments. The embryonic lethality of the partial HP1-KD embryos was rescued with a short hairpin RNA (shRNA)-resistant HP1 (HP1-rescue) (Extended Data Fig. 3d), confirming the specificity. HP1 depletion led to strongly reduced binding of HP1 genome-wide, and to upregulation of the telomeric retroelement Het-A that was rescued in HP1-rescue embryos (Extended Data Figs. 1g, 3e, f).

Hi-C analysis of HP1-KD embryos at ZGA revealed major genome-wide changes in chromosome organization (Fig. 3a, Extended Data Fig. 3g, h); we found perturbed Rabl configuration with decreased contact frequencies within and between pericentromeric regions and reduced inter-arm and inter-chromosomal contacts (Fig. 3a). Unexpectedly, we also observed increased intra-chromosomal contacts and milder decay of contact probabilities within chromosome arms (Fig. 3b–d), which suggests an overall increase in chromosome compaction within arms.

**Fig. 3:**
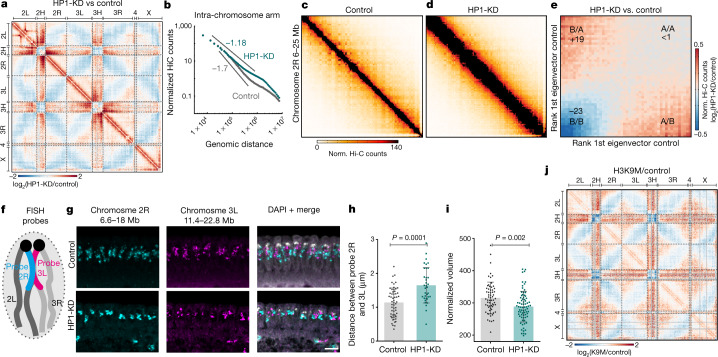
Depletion of HP1 causes increased intra-chromosome compaction and reduced compartmentalization. **a**, Differential Hi-C contact map (log_2_-transformed), highlighting increased contact frequencies within chromosome arms, decreased inter-arm and inter-chromosome contacts, reduced associations within and between pericentromeric regions, and increased interactions of pericentromeric regions with chromosome arms in HP1-KD embryos. Biological replicates were pooled; *n* = 7 control and *n* = 5 HP1-KD embryos. **b**, HP1-KD embryos show a milder decay of contact probabilities above 100 kb. **c**, Hi-C contact maps of 19 Mb on chromosome 2R in control embryos (resolution: 120 kb). **d**, As in **c**, in HP1-KD embryos. **e**, Differential contact enrichment in HP1-KD versus control embryos, sorted by compartment score (Supplementary Methods), shows decreased B-compartment interactions and increased A/B intermixing. Changes relative to the control. **f**, Scheme of FISH probe design to quantify inter-arm distance and intra-arm compaction. **g**, Representative 3D-DNA FISH staining of control and HP1-KD embryos at ZGA. Signals from probes on chromosome 2R and chromosome 3L are shown separately and merged with DAPI staining. Scale bar, 5 μm. **h**, Quantification of physical distances between FISH signals from chromosome 2R and 3L (mean ± s.d., nuclei: control *n* = 55, HP1-KD *n* = 35). **i**, Quantification of compaction of FISH signals from chromosome 2R (mean ± s.d., nuclei: control *n* = 63, HP1-KD *n* = 75). **j**, Differential Hi-C contact map (log_2_-transformed), highlighting decreased inter-arm and inter-chromosomal contacts, reduced associations within and between pericentromeric regions, and increased interactions of pericentromeric regions with chromosome arms in H3K9M embryos. Biological replicates were pooled; *n* = 7 control and *n* = 2 H3K9M embryos. See Supplementary Methods and Extended Data Fig. 5 for further details. *P* values were determined by Wilcoxon two-sided test. Source data

Notably, HP1-KD embryos also showed reduced segregation of A- and B-compartments, with a 20% decrease in B-compartment strength (Fig. 3e, Extended Data Fig. 3i, j). This effect was consistent across replicates, chromosome arms and for inter-arm and inter-chromosome contacts (Extended Data Fig. 3j, k). We found almost no compartment switching (Extended Data Fig. 3l). We also detected decreased insulation across topologically associating domains (TADs) (Extended Data Fig. 3m, n). By excluding short-range contacts (less than 500 kb or 3 Mb), we confirmed that the reduction of the B-compartment signal is independent of the reduction in TAD insulation (Extended Data Fig. 3o). Crucially, all of these phenotypes were rescued in HP1-rescue embryos (Extended Data Fig. 4a–d).

To validate the structural defects observed in HP1-KD embryos by Hi-C analysis, we performed 3D DNA fluorescence in situ hybridization (3D DNA FISH) with oligonucleotide probes spanning several megabases on chromosomes 2R and 3L (Fig. 3f, g). Quantitative image analysis of single cells showed that chromosomes were on average separated by larger distances (around 30% increase) in HP1-KD embryos (Fig. 3h, Supplementary Methods), in line with reduced inter-arm and inter-chromosome interactions observed in Hi-C data (Fig. 3a). In agreement with Hi-C data (Fig. 3b), we also found that the volume of the FISH signals was significantly decreased (around 10% decrease) (Supplementary Methods) in HP1-KD embryos (Fig. 3i), which suggests increased compaction of chromosome arms.

HP1 depletion thus perturbs the overall nuclear structure, with reduced proximity between pericentromeric regions, reduced alignment of chromosome arms and increased intra-chromosomal compaction. These global effects are accompanied by a prominent loss of contacts within B-compartment regions. The structural defects of HP1-KD embryos are notable, given that depletion of HP1 was only partial to allow embryos to reach ZGA. Our findings reveal that HP1 has a key role in establishing the 3D genome structure during development.

Only a small fraction of genes and repeats was misregulated in HP1-KD embryos at ZGA (Extended Data Fig. 4e). 

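Transcripts of control and HP1-KD embryos at ZGA were compared by RNA sequencing of 4 control and 3 HP1-KD libraries. The embryos were staged by hand at stage 5. HP1-KD embryos came from mothers that expressed a hairpin RNA against HP1 in the germ line through the Gal4-UAS system. Total RNA was converted into libraries with Illumina's TruSeq Stranded Total RNA kit. For each library, the authors deposited estimated counts per FlyBase gene, in steps of 0.5 and without normalization, for 17699 genes. Neither the paper's text nor the sample labels name the program that aligned or counted the reads; the Supplementary Information, to which the paper refers for its methods, was not read here. Repeats were not analysed here. Counts per library summed to between 10927292.5 and 14374654.5 in control libraries and to between 8678092 and 16983585.5 in HP1-KD libraries. Ribosomal RNA genes took up between 15.3% (95% Wilson interval 15.30 to 15.35) and 47.2% (47.20 to 47.25) of the counts of a control library. In HP1-KD libraries they took up between 37.3% (37.24 to 37.31) and 80.7% (80.72 to 80.75). These intervals cover counting error only. The counts outside ribosomal RNA genes ranged from 7324415.5 to 11775952 in control libraries and from 3272009.5 to 5443432 in HP1-KD libraries.

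The estimated counts were rounded to whole numbers. edgeR's filterByExpr kept 8008 genes, and libraries were scaled with TMM factors between 0.38 and 1.73. HP1-KD and control libraries were compared with edgeR's quasi-likelihood F-test, a two-sided test, with Benjamini-Hochberg adjustment and a threshold of 0.05. On counts simulated with the same library sizes, this test called 198 of 200 genes that had been changed 4-fold. The changed genes were drawn only from genes above a set minimum of mean CPM. This rate therefore applies to 4-fold changes of such genes only, and not to smaller changes or to genes at lower levels. Of the 216 calls, 6.02% fell outside the genes and the gene set that had been changed. Control and HP1-KD libraries share replicate numbers. Deviations from the mean of the condition correlated at an average r of 0.11 across genes for libraries with the same number. For libraries with different numbers the average was −0.04. The same-numbered pairs differed in sign, with r of 0.4079, −0.126 and 0.0573 for replicates 1 to 3, so their average rests on replicate 1. Pairs with different numbers ranged from −0.4064 to 0.3132, so no consistent pairing was seen. Genes are not independent replicates. Results with the replicate number as a block are therefore given beside the others. The labels give no batch or date for the libraries.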

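*Su(var)2-5*, the target of the knockdown, had 2727, 3122, 3958 and 3315 normalized counts in control replicates 1 to 4. In HP1-KD replicates 1 to 3 it had 1174, 1426 and 1187. The mean was 3280.3 ± 514 (SD, n = 4) in control and 1262 ± 142 (SD, n = 3) in HP1-KD embryos, or 38.5% of the control mean. This is a log2 fold change of −1.38 (standard error 0.15, adjusted p = 0.00231 from edgeR's quasi-likelihood test). It was −1.36 with the replicate block (adjusted p = 0.0388 from edgeR), and between −1.47 and −1.28 with each library left out in turn. Among the other family members, *HP1b* was lower, with a log2 fold change of −0.54 (standard error 0.14, adjusted p = 0.0496 from edgeR). With the replicate block, *HP1b* had a log2 fold change of −0.52 and no longer passed the threshold (adjusted p = 0.226 from edgeR). *HP1c* (−0.32, adjusted p = 0.2205 from edgeR) and *rhi* (0.28, adjusted p = 0.236 from edgeR) did not pass it, and *HP1e* had no count in any HP1-KD library. *RpL32* (FBgn0002626, on 3R from 30045229 to 30046161), the gene called *rp49* in quantitative PCR, was higher by a log2 fold change of 0.52 (adjusted p = 0.0296 from edgeR), but not past the threshold with the replicate block (adjusted p = 0.189 from edgeR).

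**Figure D1:**
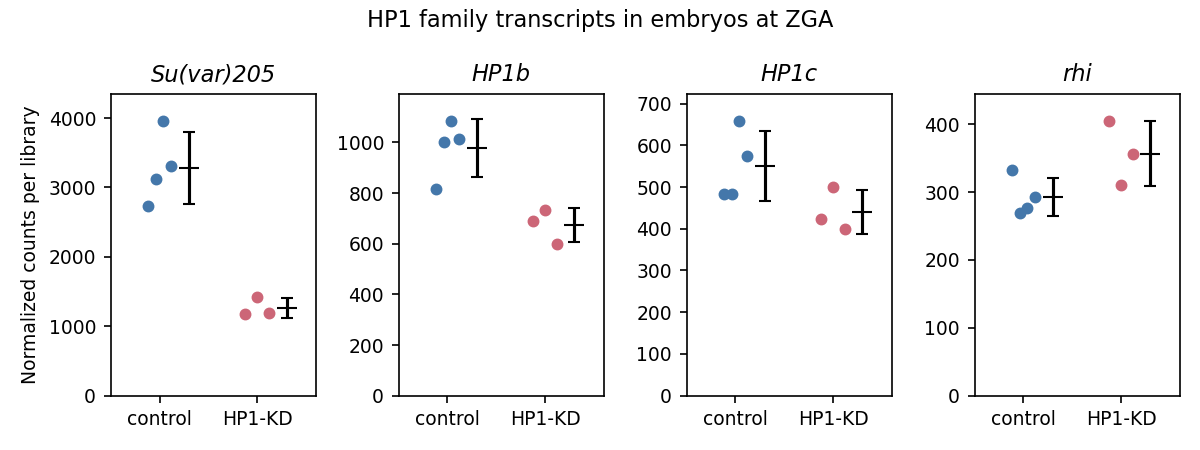
Normalized counts per library (vertical axis) of 4 HP1 family genes in control and HP1-KD embryos at ZGA. Points are single libraries, and bars to their right show the mean and SD (n = 4 control, n = 3 HP1-KD); the HP1-KD libraries lie below every control library for *Su(var)2-5* and *HP1b* only.

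Of the 8008 genes tested, 688 (8.59%) had an adjusted p under 0.05. Of these, 296 were higher and 392 lower in HP1-KD embryos. With the replicate block, 96 genes passed the threshold, 23 higher and 73 lower, and 95 of them were among the 688. The alternative that moved the count most upwards was a surrogate variable as a covariate, with 1774 genes. When libraries were scaled by total count alone, the log2 fold change of the median gene was −1.15, and 1064 of 1095 changed genes were lower. An absolute log2 fold change of at least 1 was reached by 411 of the 688 genes. All HP1-KD libraries lay on the same side of all control libraries for 30.3% of the genes tested, against 5.71% by chance. Of the changed genes, 516 were protein-coding, of which 270 were higher and 246 lower. Another 111 were snRNA, snoRNA or scaRNA genes and 10 were tRNA genes, all of them lower.

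The 5 largest rises, among genes whose libraries did not overlap between the conditions, were all ribosomal RNA genes or pseudogenes. *28SrRNA-Psi:CR45851* (FBgn0267511) had the largest rise, with a log2 fold change of 10.61 (standard error 2.30, adjusted p = 0.0322 from edgeR). With the replicate block it was 11.30 (adjusted p = 0.0344 from edgeR). Its 3 HP1-KD libraries ranged from 3464 to 247524 normalized counts. With each library left out in turn, its log2 fold change ranged from 10.04 to 14.41, and 3 of the 7 fits passed the threshold. For the other 4 genes with the largest rises, between 3 and 5 of these fits passed. In *18SrRNA:CR45838*, *pre-rRNA:CR45846* and *18SrRNA:CR41548* the log2 fold changes were 10.40, 9.55 and 9.53, and *28SrRNA-Psi:CR45853* was at least 42.6-fold higher than the smallest level that 3 counts can show. Among the largest falls, *nompC* (FBgn0016920), *CG40498* (FBgn0069969), *His2B:CG33882* (FBgn0053882) and *tRNA:Thr-TGT-2-2* (FBgn0050506) had fewer than 3 counts in every HP1-KD library. They were at least 4.51, 4.48, 3.99 and 3.58-fold lower. With the replicate block none of these 4 passed the threshold (adjusted p between 0.117 and 0.136 from edgeR). *His4:CG33879* (FBgn0053879), a histone gene on 2L from 21509422 to 21509834, went from 1935 ± 583 normalized counts (SD, n = 4) to 12.4 ± 3.73 (SD, n = 3). Its log2 fold change was −7.27 (standard error 0.40, adjusted p = 0.000135 from edgeR), and −7.17 with the replicate block (adjusted p = 0.000648 from edgeR). Of the 37 replicated histone genes tested, 5 were changed, and the median log2 fold change was −0.03, in a range from −7.50 to 1.35. Reads shared between similar histone gene copies were not tested, nor was a variant between the stocks of the conditions. Both remain open for the fall of *His4:CG33879*.

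Of the 199 repeats in the paper's table, the paper's adjusted p is under 0.05 for 46, of which 18 are higher in HP1-KD embryos. Of the 1998 genes readable in the paper's table, the paper's adjusted p is under 0.05 for 655 (32.8%). With reference to Extended Data Fig. 4e, the paper states that misregulation at ZGA was limited to a minor part of the genes and repeats.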

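The positions of the genes changed in HP1-KD embryos were compared for 6 sets of genes, each placed by the 5′ end of its genes. limma's camera tested whether the statistics of the genes of a set, from the edgeR fit, were shifted against those of the other tested genes, two-sided and adjusted over the 6 sets. The difference of mean log2 fold changes is given beside it as the size of the shift, and is not the quantity tested. Pericentromeric regions were taken from Supplementary Table 3: 2L from 22000000 to 23513712, 2R from 1 to 6000000, 3L from 23000000 to 28110227, 3R from 1 to 4100000 and X from 21500000 to 23542271. Of the 171 tested genes there, 55 were changed (32.2%, against 8.08% elsewhere), and 46 of the 55 were lower. Their statistics were shifted downwards (adjusted p = 1.4e-07 by camera), and also with the replicate block (adjusted p = 4.3e-05 by camera). When libraries were scaled by total count alone, the set did not pass the threshold (adjusted p = 0.226 by camera). The difference of mean log2 fold changes was −0.14, and −0.17 with the replicate block, and 13.4% of random lists matched in expression and gene length had a mean as low. Ribosomal RNA pseudogenes at the end of chromosome X lie in this set. Among protein-coding genes the difference was −0.53, which was the alternative that moved it most. On chromosome 4, 24 of 80 tested genes were changed, all lower, and 93.8% of the set was lower. The difference from the other genes was −0.77 (adjusted p = 1.9e-16 by camera), and −0.75 with the replicate block (adjusted p = 6.5e-15 by camera). On chromosome X, 72 of 1366 tested genes were higher and 46 lower. Their difference from the other genes was 0.23 (adjusted p = 0.0109 by camera), and 0.19 with the replicate block (adjusted p = 0.0245 by camera). It did not pass the threshold without a filter on low counts (0.19, adjusted p = 0.0563 by camera).

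**Figure D2:**
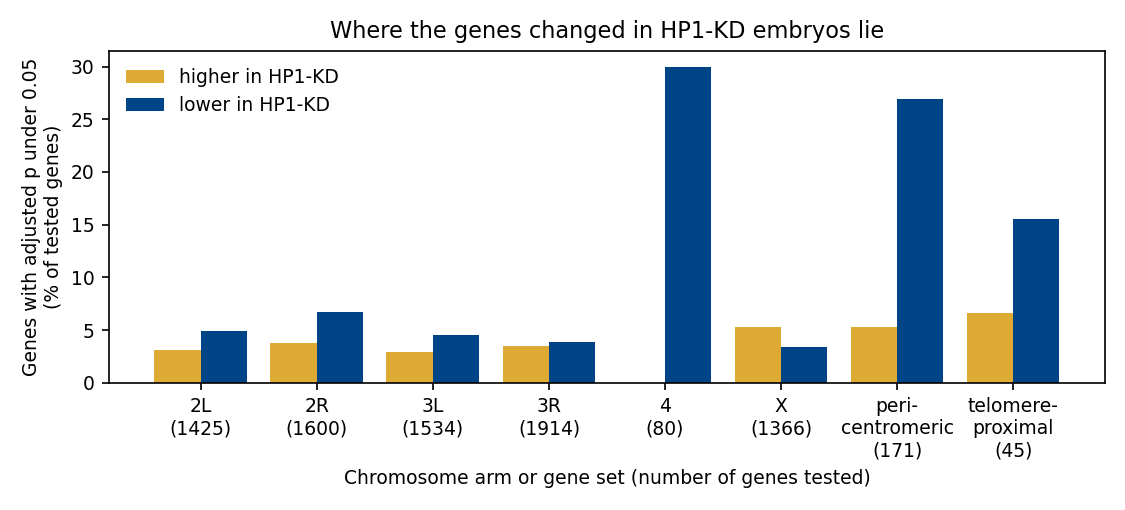
Percentage of tested genes with an adjusted p under 0.05 (vertical axis) that were higher or lower in HP1-KD embryos, by chromosome arm and for the pericentromeric and telomere-proximal sets. The number of genes tested is in parentheses; the lower share was 30% on chromosome 4, 26.9% in the pericentromeric and 15.6% in the telomere-proximal set, and no more than 6.69% on any other arm.

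Within 200 kb of the distal end of a chromosome arm, 10 of 45 tested genes were changed, 7 lower and 3 higher. The difference from the other genes was −0.30 (adjusted p = 0.0109 by camera), with or without the replicate block (adjusted p = 0.0245 by camera with it). This set did not pass the threshold among genes free of exon overlap (−0.22, adjusted p = 0.114 by camera). Chromosome 4 was counted among the arms, so the telomere-proximal set can share genes with the chromosome 4 set. No fit without chromosome 4 was run, so the telomere-proximal shift may not be separate from that of chromosome 4. Compartment scores were readable for parts of chromosomes X and 4. There, 222 genes in the B-compartment differed by −0.11 from 1015 genes in the A-compartment (adjusted p = 0.116 by camera), and by −0.09 with the replicate block (adjusted p = 0.155 by camera). On 2L and 2R, 529 genes with an HP1 peak differed by −0.10 from 2496 genes without (adjusted p = 0.21 by camera), and by −0.08 with the replicate block (adjusted p = 0.243 by camera). Of the genes with a peak 13.0% were changed, and of those without 8.49%. The test assumed a correlation of 0.01 between the genes of a set. With the correlation estimated from the data, none of the 6 sets passed the threshold (adjusted p between 0.0908 and 0.289 by camera).

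No gene of the table is named after a telomeric retroelement, and the repeats were not analysed here. In the paper's table, the paper's log2 fold changes of the telomeric elements are 10.50 for HETA, 4.70 for TAHRE, 3.87 for TART and 2.32 for TART_B1.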

The most highly upregulated retroelements were localized at telomeric regions (Het-A, TAHRE and TART retrotransposons) and cannot account for the structural changes that we observed genome-wide (Extended Data Fig. 4e, f). 

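Zygotic transcription was followed over the factors of Extended Data Fig. 4g, which are transcription factors of the early embryo such as *Kr*, *eve* and *ftz*. Of the 17 factors, 16 were analysed. The deposited table holds no identifier that the gene tables pair with *esg*. The mean log2(CPM + 1) over the 16 factors was 4.26, 4.46, 5.52 and 4.82 in control replicates 1 to 4, and 3.91, 4.44 and 4.21 in HP1-KD replicates 1 to 3. The mean was 4.76 ± 0.55 (SD, n = 4) in control and 4.19 ± 0.26 (SD, n = 3) in HP1-KD embryos. The difference of −0.58 did not pass the threshold (exact two-sided permutation test, p = 0.114). This test doubles the smaller one-sided p, so 0.0571 is the smallest p it can give for 3 libraries against 4. The panel did not reach that value, since HP1-KD replicate 2 lay above control replicate 1. Between libraries with the same replicate number, the differences were −0.35, −0.02 and −1.30, with a mean of −0.56. An exact sign-flip permutation test of these 3 pairs gave p = 0.25, the smallest that 3 pairs allow. Without control replicate 3 the difference was −0.33. The alternative that moved the difference most was scaling by total count alone, which gave −1.71, beside the fall of the median gene under that scaling. Tested as a gene set with camera, the panel passed the threshold, with a mean log2 fold change of −0.79. None of the 6 gene sets above passed once the correlation between genes was estimated from the data. No such result is given for the panel.

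All 16 factors had a negative log2 fold change. Of these, 2 (*odd* and *rib*) had an adjusted p under 0.05 over all genes tested, and 4, with *kni* and *Kr* added, had one when adjusted over the panel alone. *odd* (FBgn0002985, on 2L from 3604224 to 3606756) had 882 ± 287 normalized counts (SD, n = 4) in control and 366 ± 89.4 (SD, n = 3) in HP1-KD embryos, a log2 fold change of −1.27 (standard error 0.28, adjusted p = 0.0346 from edgeR). *rib* (FBgn0003254, on 2R from 19270078 to 19281396) had 765 ± 155 and 459 ± 67.6 normalized counts, a log2 fold change of −0.73 (standard error 0.19, adjusted p = 0.0498 from edgeR). With the replicate block, neither *odd* (adjusted p = 0.126 from edgeR) nor *rib* (adjusted p = 0.187 from edgeR) passed the threshold, and *tsh* had a log2 fold change of 0.07 in place of −0.76. The other factors ranged from −1.36 for *elav* to −0.10 for *sna*, with adjusted p-values between 0.0515 and 0.778 from edgeR. For *opa*, *sna*, *tsh* and *ind* the sign depended on the setting, and it was positive without control replicate 3. Of the 24 tested genes that were chosen before the data were examined, namely the factors, the HP1 family, *RpL32* and markers, 6 had an adjusted p under 0.05 over all genes and 9 over this list.

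**Figure D3:**
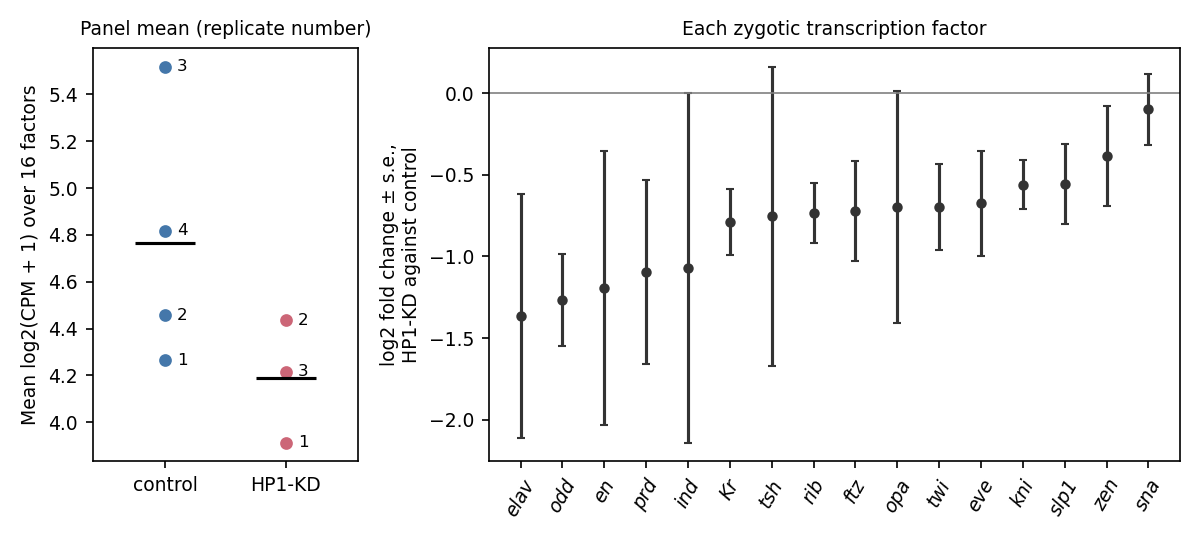
Left, mean log2(CPM + 1) over the 16 factors in each control and HP1-KD library, numbered by replicate, with a line at the mean of each condition. Right, log2 fold change of each factor with its standard error, from −1.36 for *elav* to −0.10 for *sna*; the means of control replicates 1 and 2 (4.26 and 4.46) lie within or next to the range of the HP1-KD libraries (3.91 to 4.44).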

We confirmed that HP1-KD embryos did not show defects in the onset of transcription at ZGA, and that both the control and the HP1-KD embryos at ZGA were in interphase (Extended Data Fig. 4g, h).

To investigate the role of HP1 in the establishment versus the maintenance of chromatin structures, we performed Hi-C experiments with differentiated, somatic *Drosophila* S2 cells. Notably, HP1 depletion did not considerably affect genome architecture (Extended Data Fig. 4i–o), which suggests that HP1 is not required to maintain chromatin structure.

Because HP1 interacts with chromatin by binding to H3K9me2/3, we generated embryos depleted of H3K9me2/3 by overexpressing the histone 3 lysine 9-to-methionine (H3K9M) mutation^23^ (Extended Data Fig. 5a). Quantitative ChIP–seq for HP1 in precisely hand-staged H3K9M embryos at ZGA showed that HP1 binding was greatly reduced on pericentromeric and repeat regions as well as chromosome arms (Extended Data Fig. 5b–d). However, HP1 was 20% more retained on chromosome arms in H3K9M compared to HP1-KD embryos (Extended Data Fig. 5b, right), which could be due to some residual H3K9me2/3 and/or H3K9me2/3-independent binding of HP1 (Extended Data Fig. 5d, right, cluster 2). ChIP–seq analysis of chromodomain-mutant HP1 (HP1-CD)^13^ also revealed some residual binding on chromosome arms, further supporting H3K9me2/3-independent binding of HP1 (Extended Data Fig. 5e).

Hi-C maps of H3K9M embryos revealed pericentromeric heterochromatin de-clustering and reduced chromosome arm alignment, but only a mild gain in chromosome arm compaction and mild defects in compartmentalization (Fig. 3j, Extended Data Fig. 5f–j), which could be explained by higher retention of HP1 along chromosome arms in H3K9M embryos (Extended Data Fig. 5b).

Overall, our data indicate that HP1 has a major role in establishing chromatin architecture in early embryos by: (1) mediating the clustering and condensation of constitutive heterochromatin at pericentromeric regions through H3K9me2/3-dependent binding; (2) aiding the overall configuration of chromosome arms; and (3) contributing to the formation of the B-compartment.

Next, we set out to exclude that folding defects observed at chromosome arms in HP1-KD embryos could arise as a mere consequence of the expansion of pericentromeric chromatin. Because it is impossible to completely decouple these effects in vivo, we turned to a genome-wide polymer modelling approach in which chromosomes are represented as chains of three types of 10-kb beads (A, B and C corresponding to A- and B-compartment and pericentromeric/telomeric regions, respectively) confined in a cylindrical nucleus (Fig. 4a, Supplementary Methods). We first optimized a set of interaction energies to reproduce contact probability scaling and compartment strength within arms in control embryos (Extended Data Fig. 6a–c). Next, we mimicked centromere de-clustering by decreasing interactions among C-type beads and their interactions with the nuclear surface (mutant) (Fig. 4b, c). The model recapitulated reduced alignment between chromosome arms (Fig. 4c, right) and increased interactions between pericentromeric regions and chromosome arms (Fig. 4c), but not compaction and compartmentalization defects within arms (Extended Data Fig. 6d, e). These results do not depend on the numbers of centromeric and telomeric beads (Extended Data Fig. 6f–l). This suggests that compartment defects and intra-arm compaction are a consequence of decreased HP1 binding on chromosome arms.

**Fig. 4:**
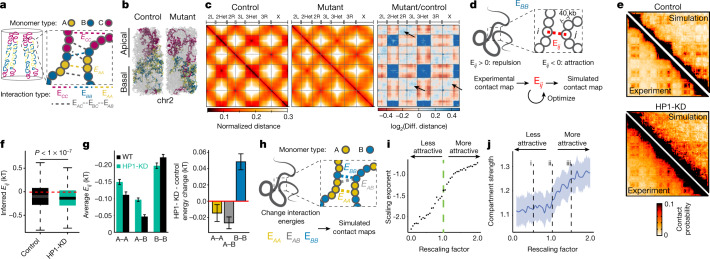
HP1 establishes de novo chromatin architecture during development via two independent mechanisms. **a**, Whole-genome polymer model. A- and B-type beads correspond to 10-kb A- and B-compartment regions. C-type beads correspond to pericentromeric and telomeric regions. **b**, Snapshots of wild-type control (left) and mutant (right) simulations. **c**, Genome-wide simulated distance maps of control (left) and mutant (centre). Right, differential distance map highlighting increased distances within and between centromeric and telomeric regions and reduced chromosome arm alignment (arrows). **d**, Polymer model of multi-megabase chromosome arm regions. Interaction energies between 40-kb beads are inferred to reproduce the experimental Hi-C map. **e**, Experimental and simulated contact maps in control (top) and HP1-KD (bottom) embryos (chr3R 17–20.6 Mb). **f**, Inferred interaction energies are overall more attractive in the HP1-KD model. *P* value determined by two-sided Wilcoxon test. Box plots are as in Fig. 1d. **g**, Left, interaction energies between B-type beads (B–B) become comparatively less attractive in HP1-KD embryos, but more attractive between A-type beads (A–A) and between A and B types (A–B). Right, average interaction energy changes between HP1-KD and control models. B-compartment attractions decrease in the HP1-KD model. Data are mean ± s.e.m., interactions: 990 (A–A), 2,069 (A–B), 1,035 (B–B). **h**, Chromatin is modelled as a chain of two types (A and B) of interacting 40-kb beads (chr3R 17–20.6 Mb). **i**, Scaling exponents increase when attractions between all beads are increased by a multiplicative factor, and vice versa. **j**, Compartment strength (bold line: mean) decreases when attractions between beads are increased, and vice versa. Confidence interval (shaded area) calculated using t-based approximation. Source data

To understand the cause of compartment defects in HP1-KD embryos and determine whether they might simply arise from increased intra-arm compaction (Fig. 3a–d), we implemented two smaller-scale polymer models designed to uncover the energies driving the folding of chromosome arms.

In the first approach, interaction energies between 40-kb beads were optimized to reproduce experimental Hi-C maps within multi-megabase regions of chromosome arms^24,25^ (Fig. 4d, Supplementary Methods). For control contact maps (Fig. 4e, top), we found that interaction energies were globally attractive, which accounts for the correct contact probability scaling (Extended Data Fig. 7a), The model predicted that A–A and B–B interactions were on average more attractive than A–B interactions (Extended Data Fig. 7b). For HP1-KD contact maps (Fig. 4e, bottom, Extended Data Fig. 7c, d), we found increased attractions overall between all bead types but comparatively less attractive B–B interactions (Fig. 4f, g). Notably, our findings do not depend on the specific region that is simulated (Extended Data Fig. 7e–l). This suggests that decreased compartmentalization is not a mere consequence of increased compaction after HP1 knockdown (Fig. 3a–d) but instead requires the simultaneous loss of B-specific attractive interactions.

To confirm these findings, we used a more general model that is not designed to reproduce the experimental Hi-C maps but instead describes the behaviour of a polymer when interaction energies between its constituent A- and B-type beads are systematically varied (Fig. 4h, Supplementary Methods). Increasing all A–A, A–B and B–B interaction energies correctly predicted milder scaling of contact probabilities (such as HP1-KD), but led to stronger compartments (Fig. 4i, j, Extended Data Fig. 7m). By contrast, decreasing all interaction energies correctly predicted compartment loss but led to the wrong scaling behaviour (steeper decay) (Fig. 4i, j, Extended Data Fig. 7m). Finally, decreasing only B–B attractions reproduced the observed decrease in compartment strength but resulted in a steeper scaling (Extended Data Fig. 7n). Thus, modifying chromosome compaction alone cannot explain the HP1-KD structural phenotype, which suggests that HP1 depletion perturbs compartmental forces. Notably, these results do not depend on the distribution of A- and B-compartment beads (Extended Data Fig. 7o–r). Analysis of this general polymer model shows that the HP1-KD structural phenotype within arms (increased compaction, lower compartmentalization) arises from two independent mechanisms: decreased specific interactions between B-compartment regions, and increased attraction between all genomic locations.

Our data and modelling approaches suggest that HP1-mediated interactions, which might occur through HP1 oligomerization^14^ or phase separation^20,21^, have a major role in establishing 3D genome conformation during embryogenesis. Decreased HP1 binding in pericentromeric heterochromatin led to declustering and decondensation of constitutive heterochromatin and a perturbed Rabl configuration. By contrast, decreased HP1 levels within chromosome arms caused decreased B–B compartment attractions and increased arm compaction, possibly owing to decreased chromatin stiffness. Reduced segregation of B-compartment regions after HP1 knockdown might facilitate interactions between A- and B-type chromatin and allow attractions between active regions to dominate, resulting in globally increased compaction (Extended Data Fig. 7s). This is consistent with quantitative compartment analysis (Fig. 3e, Extended Data Fig. 3i, j) and the overall increase in A–A and A–B interactions in simulations (Fig. 4g). Alternatively, increased attractions could arise from HP1 counteracting condensin II-mediated homologous chromosome pairing or cohesin-mediated loop extrusion.

In the A-compartment, HP1-mediated compartmental forces might be counteracted by surrounding active chromatin modifications such as H3K9ac (Fig. 2d, Extended Data Fig. 7 s). Because the A-compartment is not affected after disruption of the B-compartment (Fig. 3e), we suggest that it is controlled by a distinct driving force independent of HP1.

Our study shows that HP1 is required to establish pericentromeric heterochromatin clustering in early embryos but is dispensable in differentiated cells, consistent with a recent report in mammals^26^. In differentiated cells, clustering might be driven by other HP1 paralogues or heterochromatin proteins^2^ favoured by the slower cell cycle, or result from other mechanisms involving solid-like states in heterochromatin condensates^27^. We also showed that HP1 prevents the collapse of chromosome arms while they elongate to establish the characteristic Rabl configuration. Finally, HP1 is directly involved in the formation of the B- but not the A-compartment region. Because pericentromeric clustering and compartmentalization also occur in mammals, HP1 could have similar functions during mammalian embryogenesis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-021-03460-z.

## Supplementary information

Supplementary Information This file contains all Materials and Methods as well as Supplementary Fig.1 with all raw images of the Western Blots performed in the study.

Reporting Summary

Supplementary Table 1 Compartments called using HiTC in control embryos at ZGA.

Supplementary Table 2 Compartments called using HiTC in HP1-KD embryos at ZGA.

Supplementary Table 3 Drosophila genomic regions annotated as pericentromeric heterochromatin.

Supplementary Table 4 UCSC annotation of Drosophila repeats.

Supplementary Table 5 HP1 peaks called with MACS2 using the broad peaks option before cycle 9.

Supplementary Table 6 HP1 peaks called with MACS2 using the broad peaks option between cycle 9-13.

Supplementary Table 7 HP1 peaks called with MACS2 using the broad peaks option at ZGA.

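Each line of this table holds a FlyBase gene and its estimated counts, before normalization, in the HP1-KD and control libraries at stage 5. The values are in steps of 0.5. The first 1999 lines of the table could be read, and all 1999 held the same values as the table the authors deposited with the sequencing data. Of the identifiers in the deposited table, 17561 (99.22%) were in the annotation and could be given a symbol.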

Supplementary Table 8 RNA-Seq count table comparing the HP1-KD and control embryos at ZGA.

## Data Availability

All Hi-C, ChIP–seq and RNA sequencing raw files generated in this study have been uploaded to the Gene Expression Omnnibus (GEO) under accession GSE140542. The following public databases were used: BSgenome.Dmelanogaster.UCSC.dm6, org.Dm.eg.db and TxDb.Dmelanogaster.UCSC.dm6.ensGene. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Source Data Fig. 3 Source Data Fig. 4 Source Data Extended Data Fig. 1 Source Data Extended Data Fig. 2 Source Data Extended Data Fig. 3 Source Data Extended Data Fig. 4 Source Data Extended Data Fig. 5 Source Data Extended Data Fig. 6 Source Data Extended Data Fig. 7

How the deposited data were processed for this re-analysis (not part of the article)

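Transcripts were measured by RNA sequencing in *Drosophila* embryos at stage 5, in 4 libraries of control embryos and 3 libraries of HP1-KD embryos. The mapping of each column to a condition and a replicate rests on the column headers and the sample labels. The tissue label of the HP1-KD samples names wild-type embryos, while their title and genotype name the knockdown, and the title and genotype were followed. The authors deposited estimated counts per FlyBase gene, made from total RNA libraries of the TruSeq Stranded kit, in steps of 0.5 and without normalization. The alignment and counting were done by the authors before the values were deposited. The paper's text and the sample labels do not name the aligner, the counting program, the handling of strands or their versions. The paper refers to its Supplementary Information for Materials and Methods, which was not read here. The paper's Data Availability section names the dm6 genome and a UCSC gene annotation. Counts per library ranged from 8678092 to 16983585.5. Shares of counts are given with Wilson intervals of 95%, and the smallest level shown by a library was taken as 3 counts. Both cover counting error only, since reads were not marked by molecular identifiers in the labels.

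Gene positions, biotypes and exons were taken from release 115 of the Ensembl annotation of dm6, and symbols from the accompanying gene tables. Of 17699 identifiers, 17561 (99.22%) were found there. Values were rounded to whole numbers. Genes were kept by filterByExpr of edgeR 4.0.16 with its defaults, which left 8008. Libraries were scaled with TMM factors. HP1-KD and control libraries were compared with edgeR's quasi-likelihood F-test (estimateDisp, glmQLFit, glmQLFTest) in R 4.3.3, with condition as the only term. The standard error of a log2 fold change was its size divided by the square root of F. Benjamini-Hochberg adjusted p-values under 0.05 were called changed. Normalized counts are CPM on the TMM scale multiplied by the mean effective library size. The fit was tested on simulated data with known changes.

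Control and HP1-KD libraries carry shared replicate numbers in their labels, from 1 to 3, and nothing states that libraries with the same number were collected together. The deviations of same-numbered libraries correlated at a mean r of 0.1131, so the replicate number was also used as a block. This mean rests on replicate 1, since r was 0.4079, −0.126 and 0.0573 for replicates 1 to 3.

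The 6 gene sets were compared with the other genes by camera of limma 3.58.1, which tests the genes' statistics rather than their mean log2 fold change, with an inter-gene correlation of 0.01 and adjustment over the sets. Pericentromeric regions came from Supplementary Table 3, compartment scores in bins of 10 kb from Supplementary Table 1 and HP1 peaks from Supplementary Table 7. The readable part of the compartment table covers parts of chromosomes X and 4, and that of the peaks 2L and 2R. A gene had a peak when at least 1 bp of a peak lay in its body or in 1000 bp upstream. Genes were called telomere-proximal within 200000 bp of the distal end of an arm, with chromosome 4 counted among the arms. The zygotic panel was compared as the mean log2(CPM + 1), with a pseudocount of 1, by an exact two-sided permutation test over all 35 splits of the libraries in scipy 1.17.1. The test doubles the smaller one-sided p. Of the panel's 17 factors, 16 were analysed, since *esg* could not be paired with an identifier of the table.

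Genes were named by a rule set before the data were examined. It took every gene that the paper or its source data for Extended Data Figs. 3f and 4g name, the marker genes *y*, *v*, *roX1* and *roX2*, and the 5 genes with the largest rise and the 5 with the largest fall. The last had an adjusted p under 0.05, a mean of at least 10 normalized counts and no overlap between the conditions. The exceptions, chosen after their values were seen, are the groups of small RNA, tRNA and histone genes, and the RNAs of 7SL, 7SK, RNase P and RNase MRP.

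Each result was computed again under alternatives set before the data were examined. These were other scalings (the size factors of DESeq2 1.42.0, upper quartile, total count alone), other filters (at least 10 counts in every library, or none), protein-coding genes or genes free of exon overlap only, values not rounded, a robust fit, the replicate block, a surrogate variable from sva 3.50.0, other tests (DESeq2's Wald test, limma-voom, fry, camera with estimated correlation), other thresholds and each library left out in turn. A correction for GC content was not run, since no genome sequence was at hand. Repeats, Hi-C, ChIP-seq, imaging and simulations were not analysed here.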

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

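The comparison of ribosomal RNA shares between the conditions, that of HP1-KD replicate 2 with control replicate 1, the correlation with the difference between control replicates 3 and 4, and the comparison without control replicate 3 are tests chosen only after the result was seen. Of 40 measures taken over the 4 control libraries, 8 had a library whose gap to the nearest other, divided by the range, was above Dixon's critical value at 95%, where chance gives about 2. The 8 are not independent of each other, since 4 of them measure ribosomal RNA.

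Control replicate 1 lay apart in 5 of the 8. Ribosomal RNA genes took up 47.2% of its counts, against 15.3% to 18.1% in the other control libraries. *28SrRNA-Psi:CR45851* had 366 normalized counts in it and no more than 9.36 in the others, *18SrRNA:CR45838* had 671 against at most 42.5, and *pre-rRNA:CR45846* had 972 against at most 222. Its mean log2(CPM + 1) over snRNA, snoRNA and scaRNA genes was 3.14, against 3.34 to 3.35 in the others. This is a difference of −0.1989 from the mean of the others, in the direction that a higher share of ribosomal RNA would give. It rests on the library that already lay apart in both measures, and the other 4 measures are ribosomal RNA itself, so it does not show what sets this library apart. The control libraries share their condition, so no biological explanation was tested.

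The largest rises in HP1-KD embryos were in ribosomal RNA genes and pseudogenes, which the paper's text does not discuss; its Supplementary Information was not read. The log2 fold changes were 10.61 for *28SrRNA-Psi:CR45851*, 10.40 for *18SrRNA:CR45838*, 9.61 for *28SrRNA-Psi:CR45853*, 9.55 for *pre-rRNA:CR45846* and 9.53 for *18SrRNA:CR41548*. The control libraries of *28SrRNA-Psi:CR45853* were all under 3 counts, so its rise is given as at least 42.6-fold. All 3 HP1-KD libraries were above all 4 control libraries for each gene, as the rule that chose these genes required. Of the 5 genes, 3 have exons that overlap those of another ribosomal RNA gene. The 2 genes free of overlap (*28SrRNA-Psi:CR45851* and *28SrRNA-Psi:CR45853*) rose as well, so reads of an overlapping gene do not account for the rise of all 5. They could account for that of *18SrRNA:CR41548*, and for that of either *18SrRNA:CR45838* or *pre-rRNA:CR45846*, which overlap each other. For each of the 3 genes with overlap, an effect of the knockdown cannot be told apart from reads of an overlapping gene. The HP1-KD library with the lowest ribosomal RNA share and the control library with the highest differed by −9.95 percentage points, so single libraries of the conditions overlapped in this share, as depletion that differed between libraries would give. HP1-KD replicate 2 had more of each of the 5 genes than control replicate 1, with log2 ratios of 2.7795 or more. The share of HP1-KD replicate 2 was lower. That order of the counts was fixed when the genes were chosen, and it rests on a single library of each condition. The comparison therefore decides nothing about the share as the cause. Within HP1-KD libraries, all 5 genes rose with the share. *28SrRNA-Psi:CR45851* had 247524, 3464 and 192846 normalized counts in HP1-KD replicates 1 to 3, at shares of 80.7%, 37.3% and 79.1%. A higher share therefore stays open as an explanation of the rises. Reads shared between similar copies of ribosomal RNA genes were not tested, so they remain open for all 5 genes. A variant between the stocks could not be tested, since each condition came from its own stock.

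*ftz* had 856 normalized counts in control replicate 3, against 366 to 447 in the other control libraries. Control replicate 3 also had the highest mean of the zygotic panel, 5.52. Embryos of a later average age in this library, and of a younger one in HP1-KD libraries, could give this pattern. Across 7992 genes outside the panel, the difference of control replicate 3 from replicate 4 and that of HP1-KD libraries from control replicates 1 and 2 correlated at r = 0.0454, where a value of −0.1 or lower was predicted if age were the cause and 0.1 or higher if not. The test does not decide, so the pattern cannot be told apart from an age difference. Without control replicate 3 the panel was still lower in HP1-KD embryos, by a difference of −0.3307 in place of −0.5765. The exact permutation test of that difference gave p = 0.2. It cannot pass the threshold, since 0.1 is the smallest p that 3 libraries against 3 allow. Control replicate 3 is therefore not excluded as the source of the difference.

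*v* had 0.76 normalized counts in control replicate 2, from a single count, and no count in the other control libraries. This is under the smallest level the libraries can show. *His2B:CG33882* had 9.90 normalized counts in control replicate 2, against 25.2 to 27.4 in the others. No explanation was tested for these values.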

How the results depend on the processing

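No test of this part was chosen after the result was seen: the choices and their alternatives were set before the data were examined. The correction for GC content, alone or with the replicate block, was not run, since no genome sequence was at hand. The robust fit cannot move the gene sets or the panel, and the surrogate variable does not apply to the panel.

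The number of changed genes depended on the processing. Against 688 genes in the chosen fit (296 higher, 392 lower), there were 1095 with scaling by total count (31 higher, 1064 lower), 439 with at least 10 counts in every library (192 and 247), 404 among protein-coding genes (198 and 206), 458 among genes free of exon overlap (190 and 268), 96 with the replicate block (23 and 73), 1774 with a surrogate variable (913 and 861), 1460 with DESeq2's Wald test (696 and 764), 411 at an absolute log2 fold change of at least 1 (162 and 249) and 154 at an adjusted p under 0.01 (45 and 109). With each library left out, the number ranged from 181 to 1212, with 51 to 575 higher and 130 to 637 lower. More genes were lower than higher in each of these except the surrogate variable. Of the 1774 genes with the surrogate variable, 688 were those of the chosen fit, and of the 96 with the replicate block, 95 were. The causes were not tested. Under scaling by total count the median gene had a log2 fold change of −1.15.

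Chromosome 4 genes were lower under all 19 alternatives, by −0.82 to −0.65, and passed the threshold in all but camera with the correlation estimated (−0.77, adjusted p = 0.0908). Adjusted p-values ranged from 7.2e-23 to 0.0908. Pericentromeric genes were lower under all 19, by −0.53 to −0.01, but did not pass with scaling by total count (−0.15, adjusted p = 0.226) or with the estimated correlation (−0.14, adjusted p = 0.152), in a range from 5.1e-16 to 0.226. Chromosome X genes were higher under all 19, by 0.17 to 0.31, but did not pass without a filter (0.19, adjusted p = 0.0563) or with the estimated correlation (0.23, adjusted p = 0.152), in a range from 0.00313 to 0.152. Telomere-proximal genes were lower under all 20, by −0.31 to −0.17. They did not pass without a filter (−0.27, adjusted p = 0.0626), among genes free of exon overlap (−0.22, adjusted p = 0.114) or with the estimated correlation (−0.30, adjusted p = 0.152), in a range from 0.00288 to 0.152. The causes were not tested.

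B-compartment genes on X and 4 were lower under all 20 alternatives, by −0.16 to −0.01, and passed the threshold only with at least 10 counts in every library (−0.16, adjusted p = 0.0262) and among protein-coding genes (−0.14, adjusted p = 0.0254). Genes with an HP1 peak were lower under all 20, by −0.16 to −0.07, and passed only with fry (−0.10, adjusted p = 0.00331) and with peaks within 500 bp of the 5′ end (−0.094, adjusted p = 0.0398). Adjusted p-values reached 0.302 for the first of these sets and 0.372 for the second. The zygotic panel was lower under all 19 alternatives, by −1.71 to −0.33, and passed only with camera (−0.79). The permutation test as run doubles the smaller one-sided p. It cannot pass the threshold with these numbers of libraries, so its result shows no stability. The causes were not tested.

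For the 34 named genes with a test, 517 of 645 values under an alternative kept their direction and their side of the threshold. Of the others 90 no longer passed, 27 passed anew and 11 changed sign. With a surrogate variable the log2 fold change became 0.29 for *opa*, 0.58 for *tsh* and 0.45 for *ind*, and with the replicate block 0.073 for *tsh*. With scaling by total count, *rhi* had −0.90 and *RpL32* −0.59, both above the median gene under that scaling. With each library left out, the values ranged from −1.06 to 0.26 for *opa*, from −0.23 to 0.067 for *sna*, from −1.21 to 0.26 for *tsh* and from −1.41 to 0.16 for *ind*. The causes were not tested. *Su(var)2-5* was lower and passed the threshold under all 19 alternatives, with log2 fold changes from −2.45 to −1.26.

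The depth limits genes near the floor of 3 counts, such as *v* (at least 2.73-fold higher in HP1-KD embryos), the falls to no count and *28SrRNA-Psi:CR45853*. Their folds are lower bounds, and a log2 fold change fitted where a condition has no count after rounding has no usable standard error. Outside ribosomal RNA, HP1-KD libraries held as few as 3272009.5 counts.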

Differences from the paper's values

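The paper's values are those of its source data for Extended Data Fig. 4e and f, with 1998 readable genes in the former, and their errors are standard errors. No test of this part was chosen after the result was seen.

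Across the 1824 genes tested in both, the log2 fold changes correlated at r = 0.9991, and 1630 had the same sign. Genes are not independent replicates. The paper's value minus the value here had a median of −0.14, and lay between −0.18 (10th percentile) and −0.12 (90th percentile) for most genes. The 2 genes below therefore differ by about as much as other genes do, and are listed because the gap exceeds the larger of the errors.

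For *Su(var)2-5*, the paper's log2 fold change is −1.53, and the value here was −1.38. Of the alternatives set before the data were examined, the value moved to within the paper's error with upper-quartile normalization (−1.41), at least 10 counts in every library (−1.42), no filter (−1.40), protein-coding genes only (−1.39), and without control replicates 1 or 2 or HP1-KD replicate 2 (−1.45, −1.41 and −1.47). The replicate block (−1.36), DESeq2's Wald test (−1.37), limma-voom (−1.37) and the fit without control replicate 4 (−1.38) came within the larger error only because their own error was larger, and the first 3 of these lay farther from the paper's value than the chosen fit. The others left the gap open, namely DESeq2's size factors, scaling by total count, values not rounded, the robust fit, the surrogate variable, and the fits without control replicate 3 or HP1-KD replicates 1 or 3. For *Su(var)2-5* no alternative covered genes free of exon overlap, since its exons overlap another gene.

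For *HP1b*, the paper's log2 fold change is −0.69, and the value here was −0.54. The value moved to within the paper's error with upper-quartile normalization (−0.57), at least 10 counts in every library (−0.58), no filter (−0.56), and without control replicate 1 (−0.61) or HP1-KD replicate 2 (−0.60). The replicate block (−0.52) and the fits without control replicates 2 or 4 or HP1-KD replicate 1 (−0.53 each) lay farther from the paper's value than the chosen fit, and came within the larger error only because their own error was larger. The remaining alternatives were outside both errors.

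Of the readable genes, the paper's adjusted p is under 0.05 for 655 (193 higher and 462 lower), and that number was 162 here (76 higher and 86 lower). Numbers were taken as different where the larger was over 1.5 times the smaller. By this limit a surrogate variable, with 448 genes, was the only alternative set before the data were examined that did not differ, and 346 of the 448 are among the paper's 655. The next was DESeq2's Wald test with 367 genes, 319 of them among the paper's. Of the 162 genes, 151 were also called by the paper, all 151 in the same direction.

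The paper states that the onset of transcription showed no defect in HP1-KD embryos. Here, the panel was lower in HP1-KD embryos by 0.58 (difference −0.58), and 2 of its 16 factors passed the threshold over all genes. The exact permutation test of the panel did not pass (p = 0.114). It doubles the smaller one-sided p, so it cannot go under 0.0571 with 3 libraries against 4. The panel did not reach that value either, since HP1-KD replicate 2 lay above control replicate 1. As a gene set the panel passed (p = 0.001487 by camera), without a result at an estimated correlation between genes. The difference in the paper's source data for Extended Data Fig. 4g is −0.72 over the same 16 factors and −0.68 over all 17.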

Other observations

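The tests of snoRNA and scaRNA genes apart from snRNA genes, of single libraries against each other, of RNAs under 200 nt, of matched lists among protein-coding genes, of *roX1*, and of *Su(var)2-5* relative to the median gene were chosen only after the result was seen.

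All 160 tested snRNA, snoRNA and scaRNA genes were lower in HP1-KD embryos, with a mean log2 fold change of −2.30, and 111 were changed. Under the other scalings all 160 were lower too, with a mean of −2.37 relative to the median gene for scaling by total count. With a surrogate variable, and without HP1-KD replicate 3, 159 of 160 were lower. The means of log2(CPM + 1) were 3.14, 3.34, 3.34 and 3.35 in control replicates 1 to 4 and 2.07, 1.73 and 1.58 in HP1-KD replicates 1 to 3. All 10 tested tRNA genes were lower under each scaling, and some of them had no usable count in HP1-KD libraries. The RNAs of 7SL (0.17, adjusted p = 0.703), RNase MRP (0.09, adjusted p = 0.734), RNase P (−0.15, adjusted p = 0.548) and 7SK (−0.15, adjusted p = 0.511) were not changed.

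Several explanations were tested. If short RNAs of any kind were lost, short protein-coding genes would be lower too, but the median of 100 genes with under 500 nt of exons differed by −0.0389 from that of longer ones. If reads were shared between near-identical copies of snRNA genes, snoRNA and scaRNA genes would have a mean above −0.5, but it was −2.1853. The mean of snRNA genes was lower (−2.88), so shared reads could account for at most the difference between the classes and not for the fall of both. If lower host genes were the cause, protein-coding genes that contain a tested snoRNA or scaRNA on the same strand would be lower. The mean of 48 such genes was 0.1864. Non-coding genes that contain small RNAs were left out of this test, so lower expression of those is not excluded. Among control libraries, the library with the highest share of counts on ribosomal RNA had the lowest small RNA level (a difference of −0.1989 from the others), which rests on that library. Among HP1-KD libraries no such order was seen, with levels of 2.07, 1.73 and 1.58 at shares of 80.7%, 37.3% and 79.1%. The share does not account for the fall, since HP1-KD replicate 2, with a lower share than control replicate 1, had a small RNA level that differed by −1.4166 from it. Among non-coding genes other than ribosomal RNA, those under 200 nt were lower than those of 200 to 500 nt by a difference of −1.7645, with means of −2.22 over 192 genes and −0.46 over 39. Those over 500 nt had a mean of −0.70, and 160 of 201 were lower, so the fall does not simply shrink with length. A poorer recovery of RNAs under 200 nt in HP1-KD libraries remains a candidate explanation for the small RNAs, but not for the longer ones. The small RNA genes make up most of the genes under 200 nt, so an effect of the knockdown on these RNAs cannot be told apart from it. Differences in protocol or handling between the conditions could not be tested, since the labels give no batch or date.

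The libraries were also divided into other groups of 3 and 4. Of the 35 splits, 8 part all 3 pairs with the same replicate number, as the real one does. For the number of changed genes (688), and likewise for the number higher and the number lower, 1 of the 8 splits, the real one, gave as many. The other 34 splits gave 0 genes with an adjusted p under 0.05, with between 9 and 2395 genes at an unadjusted p under 0.05, against 2307 for the real split. The highest of these numbers came from the split of control replicates 2, 3 and 4 against control replicate 1 and HP1-KD libraries, which parts 2 of the pairs and divides the libraries by their share of ribosomal RNA. The same split gave a difference of −0.24 for chromosome X genes (control replicates 2, 3 and 4 against the rest), as large as the real one and in its direction, so the ribosomal RNA share and the condition cannot be told apart for this set. Among the 8 splits, as large a difference was found in 5 for pericentromeric genes, in 1 (the real one) for chromosome 4 genes, in 1 for chromosome X genes, in 1 for telomere-proximal genes, in 1 for B-compartment genes on X and 4 and in 1 for genes with an HP1 peak on 2L and 2R. With 8 splits the share cannot be under 0.05. Over all 35 splits, which part fewer pairs in most cases, the real one alone was as large for the numbers of changed, higher and lower genes and for chromosome 4, telomere-proximal and HP1-peak genes, which is a share under 0.05. It was 2 of 35 for chromosome X genes and for B-compartment genes, and 17 of 35 for pericentromeric genes. The splits compared the size of the difference of means over genes of all types, whatever its direction. For pericentromeric genes this mean includes ribosomal RNA pseudogenes. No split was run among protein-coding genes, where the pericentromeric difference was −0.53, so these shares do not cover it. Nothing states that libraries with the same number were collected together.

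For pericentromeric genes, 13.43% of 10000 random lists matched in expression and gene length had a mean as far below the other genes, so the expression level and gene length of the set may account for the difference of means. Among protein-coding genes 0% of the lists were as low, so they do not account for the difference there. Over genes of all types, overlapping genes that share reads do not account for the difference of means, since it was −0.1267 among genes free of exon overlap. The difference among protein-coding genes was not tested for overlap. Over all types the shift does not rest on a few genes, since the medians differed by −0.2307. For chromosome 4 genes 0% of matched lists were as low, and for chromosome X genes 0% were as high. A lower expression of chromosome 4 and pericentromeric protein-coding genes when HP1 is reduced is a hypothesis that these tests leave open.

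For chromosome X, a larger share of female embryos in HP1-KD samples may raise the mean. *roX1* would then be lower if it marked males at this stage, which these data do not show. Its log2 fold change was −0.9649 (adjusted p = 0.0829 from edgeR), with all 3 HP1-KD libraries below all 4 control libraries. *roX2* had −1.25 (adjusted p = 0.172). Since *roX1* can also be lower in younger embryos, the test does not decide, and the pattern cannot be told apart from a difference in sex or age.

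The log2 fold change of *Su(var)2-5* under another scaling differed from the TMM value by at most −1.0693, for total count, under which the median gene had −1.15. Relative to the median gene it was −1.35 with TMM and −1.29 with total count, and the largest difference from the TMM value was 0.0554. Subtracting the median gene removes most of any scaling by construction, so this test could not have come out otherwise and decides nothing. The extent of the fall cannot be told apart from the scaling.

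The marker gene *y* was higher in HP1-KD embryos, with 81.4 ± 33.5 normalized counts (SD, n = 3) against 19.7 ± 8.36 (SD, n = 4), a log2 fold change of 2.03 (adjusted p = 0.0264 from edgeR). With the replicate block it was 1.88 (adjusted p = 0.133 from edgeR), and adjusted p-values over its alternatives ranged from 0.000167 to 0.349. *v* had 4.5, 3 and 3 counts in HP1-KD replicates 1 to 3, and 0, 1, 0 and 0 in control replicates 1 to 4.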
